# Integrated Analysis of Metabolome and Transcriptome Reveals the Difference in Flavonoid Biosynthesis between the Red- and White-Sarcocarp Pomelo Fruits

**DOI:** 10.3390/metabo12121161

**Published:** 2022-11-23

**Authors:** Chenxu Zhao, Jiajia Wang, Yuxia Li, Lei Zhang, Ghazala Nawaz, Shaoyuan Wu, Tao Xu

**Keywords:** pomelo, transcriptome, metabolome, flavonoid, biosynthetic difference

## Abstract

Flavonoids are bioactive secondary metabolites that play multiple roles in plants. However, studies on the flavonoid accumulation of the pomelo fruit are rare. In this study, we conducted a widely targeted metabolome analysis by using ultra-performance liquid chromatography and tandem mass spectrometry and identified 550 metabolites in the sarcocarp from red (*C. maxima* Merr. var. Tubtim Siam) and white pomelos (*C. maxima* (Burm.) Osbeck). A total of 263 significantly changed metabolites were detected from the 550 metabolites. Content analysis of the significantly changed metabolites (SCMs) showed that 138 SCMs were highly accumulated, whereas 125 SCMs were observed with lower content in red-sarcocarp pomelo. Importantly, 103 of the 263 SCMs were flavonoids, including 34 flavonoids, 29 flavonols, 18 flavonoid carbonosides, 9 dihydroflavones, 6 isoflavones, 5 anthocyanins, 1 dihydroflavonol, and 1 chalcone. Gene ontology analysis indicated that upregulated genes in red-sarcocarp pomelo were significantly enriched in GO terms related to flavonoids including flavonoid biosynthetic processes. Several important differentially expressed genes were detected in the correlation network, especially Cg2g009540 which is an orthologous gene of *AtCHS*, also detected in flavonoid biosynthesis networks, and which could be related to the high level of total flavonoids in the red-sarcocarp pomelo. Our study demonstrated the fluctuation of flavonoid biosynthesis in the two pomelo cultivars and laid a theoretical foundation for pomelo breeding to generate fruits with a high flavonoid content.

## 1. Introduction

Flavonoids are ubiquitous secondary metabolites with diverse roles in plants. Flavonoids constitute a class of aromatic bioactive compounds, including sub-classes of flavones, flavonols, isoflavonoids, and anthocyanins. Studies have found that flavonoids are involved in the interactions between the plant and the environment including stress response, color formation of the plant organ, and so on [1,2,3,4]. Furthermore, flavonoids have also been demonstrated to have antioxidant and anti-inflammatory effects in animals [5,6,7]. Dietary flavonoids are important for reverse cholesterol transport, HDL metabolism, and function [8]. As a result, flavonoids have become one of the most attractive metabolites in plants.

With the increase in knowledge in the field of flavonoid metabolism in plants, the unraveling of complexities in the regulation of flavonoid biosynthetic pathways has opened a hotspot for plant scientists. Biosynthesis of flavonoids is a significant event in plant life because it determines the bio-accumulation and structure of bioactive compounds, which greatly affect the physiological activities in plants, particularly citrus fruits. A recent review has summarized the biosynthesis pathways, cell localization, and factors affecting the biosynthesis of flavonoids [9]. In general, it is speculated that citrus-derived flavonoid biosynthesis pathways occur through the phenylpropanoid pathway. Initially, phenylalanine is transformed into p-coumaroyl-CoA with the catalysis of phenylalanine ammonia-lyase, cinnamate 4-hydroxylase, and 4-coumarate-CoA ligase. Then, chalcone synthase (CHS) catalyzes malonyl-CoA and p-coumaroyl-CoA to form chalcone, which transforms into naringenin under the control of chalcone isomerase (CHI). Naringenin is a key intermediate metabolite in the biosynthetic pathway of flavonoids and further converts into flavanones, anthocyanins, flavones, and flavanols [10]. Flavanones are transformed from naringenin. Under the catalysis of flavone synthase (FNS), naringenin is transformed into flavones. Meanwhile, dihydro-flavonols, which play vital roles in the formation of other flavonoids (such as flavonols and anthocyanins), are formed by flavanones under the regulation of flavanone 3-hydroxylase. Several external and internal factors, including transcription factors (TFs), precursors, intermediate enzymes, UV, and root zone salinity, affect the regulatory pathway of the flavonoid pathway [11,12,13].

Citruses are the most widely grown and popular fruits because of their palatable taste and nutritional benefits for human health. Citrus fruits are highly rich in bioactive compounds, including ascorbic acid, phenolic compounds, carotenoids, and flavonoids [14]. Pomelo (*Citrus grandis* (L.) Osbeck) belongs to the genus Citrus of the rutaceae family and is one of the most widely cultivated fruits in the world [15,16]. In China, the pomelo (such as *C. grandis* ‘Tomentosa’) can be used to produce traditional Chinese medicine to relieve several symptoms, such as coughs and phlegm [17,18]. Pomelo contains diverse flavonoids, such as narirutin, naringin, hesperidin, and neo-hesperidin [19,20]. Therefore, the variation of flavonoid profiles in different pomelo cultivars must be studied. In the present study, the total metabolites of two cultivars (*Citrus maxima* (Burm.) Osbeck and *Citrus maxima* Merr. var. Tubtim Siam) were studied using ultra-performance liquid chromatography and tandem mass spectrometry (UPLC-MS/MS) and high-throughput transcriptomic technologies to analyze the biosynthesis regulation and accumulation of flavonoids between pomelo cultivars and their influences on the qualities of pomelo.

## 2. Materials and Methods

### 2.1. Plant Materials

Two pomelo cultivars, comprising white- (*Citrus maxima* (Burm.) Osbeck) and red-sarcocarp pomelos (*Citrus maxima* Merr. var. Tubtim Siam), were cultivated in orchards in Xishuangbanna, Yunnan, China. An approval to collect the plant samples was acquired. Formal identification of the plant material was undertaken by Chunfen Xiao, Hui Teng, and Li Wang from Xishuangbanna Tropical Botanical Garden, Chinese Academy of Sciences (CAS). Voucher specimens of these pomelo cultivars were deposited in the herbarium of Xishuangbanna Tropical Botanical Garden, CAS (Deposition No. 136042 and 162222). Healthy ripe fruits of uniform size were collected in August 2019. Sarcocarp samples at the equatorial plate (0.5 cm thickness) of every five globose fruits were collected, mixed, frozen in liquid nitrogen, and stored at -80 °C in a refrigerator for subsequent analysis. Three biological repeats were carried out for the experiments in this study. Experimental research and studies on the plants complied with relevant institutional, national, and international guidelines and legislation.

### 2.2. UPLC and Electrospray Ionization-Triple Quadrupole Linear Ion Trap (ESI-Q TRAP)-MS/MS

The pulp samples were freeze-dried in a lyophilizer (Scientz-100F) and ground to powder by a grinding machine (MM 400; Retsch, Germany) for 1.5 min at 30 Hz. A total of 100 mg of the powder was dissolved in 0.6 mL 70% aqueous methanol. The solution was kept at 4 °C overnight and then centrifuged at 10,000× *g* for 10 min before the supernatant was collected. A CNWBOND Carbon-GCB SPE Cartridge (250 mg, 3 mL; ANPEL, Shanghai, China) and SCAA-104 (0.22 µm pore size; ANPEL, Shanghai, China) were applied to absorb and filter the extracts for further analysis of total metabolites on UPLC-MS/MS, respectively [21].

The filtrates were analyzed by a UPLC-ESI-MS/MS system (UPLC, Shim-pack UFLC SHIMADZU CBM30A system, Kyoto, Japan; MS, Applied Biosystems 4500 Q TRAP, Waltham, MA, USA). Further, UPLC analysis was performed with a Waters ACQUITY UPLC HSS T3 C18 chromatographic column (1.8 µm, 2.1 mm × 100 mm). The solvent for mobile phase A consisted of ultrapure water with 0.04% acetic acid, and that for mobile phase B was acetonitrile with 0.04% acetic acid. A 0.35 mL/min sample flow rate was used, and the oven temperature was 40 °C. The elution gradient of A:B was 95% A and 5% B at 0 min. Within the first 10 min, B was linearly increased to 95% and held at 95% for 1 min. The proportion of B fell to 5% from 11.00 min to 11.10 min and then remained at 5% for 2.90 min. Then, the effluent was alternatively channeled into an ESI-QTRAP-MS [22].

An API 4500 Q TRAP UPLC/MS/MS system equipped with a linear ion trap (LIT), a triple quadrupole (QQQ), and an ESI turbo IS (ion-spray) interface was operated in controlled mode with positive and negative ions via Analyst 1.6.3. The temperature of ESI was maintained at 550 °C, the MS voltage (or IS voltage) was 5500 V, curtain gas was set at 30 psi, and ion source gases I and II were maintained at 50 and 60 psi, respectively. The parameters of collision-activated dissociation were high. The mass calibration and equipment tuning were carried out with different concentrations of polypropylene glycol, such as 10 µmol/L in the QQQ model and 100 µmol/L in the LIT model. The scans of the QQQ were obtained from the multiple reaction monitoring (MRM) model using nitrogen as the collision gas set at 5 psi. Based on optimized declustering potential and collision energy, each ion pair was scanned following a method described earlier [23].

### 2.3. RNA-Seq Analysis

For transcriptomic analysis of pomelo fruits, total RNA was extracted with the RNAprep pure plant plus kit (Tiangen, Beijing, China) as previously described [24]. The extracted total RNA was checked on a Nano Photometer^®^ spectrophotometer (IMPLEN, CA, USA) and an Agilent 2100 bio analyzer (Agilent Technologies, Clara, CA, USA) to analyze the purity and quality of the RNA, respectively. The degree of stability of the RNA was measured by running the RNA on 1% agarose gel electrophoresis. The cDNA library for each sample was constructed using the NEBNext UltraTM RNA Library Prep Kit (New England Biolabs, NEB, Ipswich, MA, USA), and was sequenced with an Illumina novaseq 6000 platform to generate 150 bp paired-end reads (Illumina, San Diego, CA, USA).

RNA-Seq analysis was performed as previously described [25]. Firstly, clean data for each sample were obtained from the raw data using Trimmomatic (version 0. 39) with default parameters. Secondly, the obtained clean data were mapped to the *C. maxima* genome (v1.0) using STAR (version 2.7.1a) under the 2-pass mapping mode [26,27]. Thirdly, the read counts mapped to each gene were calculated using featureCounts (v2.0.1), and the FPKM values for each gene were obtained using RSEM (v1.3.1). A gene was considered expressed if its average expression level in FPKM was lower than 1. Finally, the DEseq2 package was employed to perform DEG analysis between white- and red-sarcocarp pomelo [28]. Genes with |log2FoldChange| ≥ 2 and adjusted *p*-value ≤ 0.01 were considered to be significantly differentially expressed.

The GO annotation of pomelo genes was assigned using the Trinotate pipeline with default parameters, and was used to build the OrgDb database [29]. The functional enrichment analysis of the above identified DEGs was performed using clusterProfiler at adjusted *p*-values < 0.05 [30].

### 2.4. Gene Expression Analysis by Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

The expression of 3 DEGs which encoded CHS, FNS II (flavone synthase II), and SHT (shikimate O-hydroxycinnamoyl transferase) was analyzed by qRT-PCR. The total RNA was extracted from pomelo fruits by using OminiPlant RNA Kit (Kangwei, Taizhou, China). cDNA was synthesized from the total RNA using a reverse transcription kit (TaKaRa, Dalian, China) as previously described [31,32]. β-actin was used as the internal reference gene [26]. Online software Primer 3 (http://bioinfo.ut.ee/primer3-0.4.0/, accessed on 4 November 2022) was used to design qRT-PCR primers (Table S11), and TB Green^TM^ Premix Ex Taq^TM^ II (TaKaRa, Shiga, Japan) was used to perform qRT-PCR analysis on the qPCR instrument (Analytik Jena, Jena, Germany) as described in a previous study [33,34]. The experiments were performed with three repetitions, and the expression was calculated with the 2^−ΔΔCt^ method [35].

### 2.5. Statistical Analysis

Principal component analysis (PCA) and orthogonal partial least squares discriminant analysis (OPLS–DA) were used to simplify the high-dimensional data obtained from various experiments. The MRM of the QQQ was used to quantify metabolites. The core program in R was used to calculate the Pearson correlation coefficient (PCC) between the DEGs and significantly changed metabolites (SCMs). The DEGs and SCMs (|PCC| > 0.9) were selected to draw a correlation network diagram using the software Cytoscape. Significance analysis was performed by using *t*-test in the qRT-PCR experiment.

## 3. Results

### 3.1. PCA and OPLS–DA Analysis in the Fruit of White and Red Pomelo Cultivars

Two pomelo fruits with white and red sarcocarp were collected to compare their flavonoid biosynthesis (Figure 1). To gain insights into the significantly changed flavonoids (SCFs) between the red- and white-sarcocarp pomelos, we performed UPLC–MS/MS assay on the pulp of the pomelos with red or white sarcocarp and detected about 550 metabolites in total (Table S1 (Supplementary Materials)). PCA, a tool that analyzes a small number of principal components to show the structure of multiple variables, was used to analyze the metabolic profile difference between the two pomelo cultivars. The plots for white and red sarcocarp were distributed on the left and right sides, respectively (Figure 2A), implying that significant differences in the metabolic profiles existed between red and white pomelo sarcocarps at principal component 1 (70.71%).

We used OPLS-DA to exclude the small-correlation variables and to achieve the maximum significant differences of the SCMs between the two cultivars. The OPLS–DA score plot results displayed a distinct metabolic difference between the red- and white-sarcocarp cultivars (Figure 2B). A total of 200 alignment experiments were conducted to further verify the OPLS–DA model (R^2^X = 0.807, R^2^Y = 1, and Q^2^ = 0.99). The blue and red lines denote the R^2^Y and Q^2^ of the original model, respectively. The blue and red dots correspond to the R^2^Y’ and Q^2^’ after replacement, respectively. The results indicate that the OPLS-DA model was reliable, and that the SCMs can be selected based on variable importance in projection (VIP) (Figure 2C).

### 3.2. Screening of Significantly Changed Flavonoids

The SCMs in the two cultivars were screened using fold change (FC, ≥2 or ≤0.5) and VIP value (VIP ≥ 1) as the threshold. Among the 550 metabolites, 263 were SCMs between the white- and red-sarcocarp pomelos. A total of 52.5% SCMs (138 in 263) had a higher content, and the rest had a lower content in the red-sarcocarp pomelo compared with those in the white-sarcocarp pomelo (Figure 3A). To further analyze the composition of the SCMs with the greatest difference in content, the absolute log2FoldChange analysis displayed the top 20 SCMs. As shown in Figure S1, 12 SCMs were flavonoids, only 3 of which were found to be highly accumulated in the red-sarcocarp pomelo including 1 anthocyanin and 2 flavonoids. The remaining nine SCMs with lower content in the red-sarcocarp pomelo consisted of three flavonoid carbonosides, two flavonoids, two flavonols, one dihydroflavonol, and one anthocyanin (Figure S1).

To fully comprehend the type and abundance of metabolites present in the two cultivars, we generated a heatmap of 263 SCMs, and the results showed that 103 SCMs were flavonoids, including 34 flavonoids, 29 flavonols, 18 flavonoid carbonosides, 9 dihydro-flavones, 6 isoflavones, 5 anthocyanins, 1 dihydroflavonol, and 1 chalcone (Figure 3B; Table S1). Among these SCFs, 49 exhibited higher levels in the red-sarcocarp pomelo compared with the white-sarcocarp pomelo. Then, the SCMs were annotated to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database to analyze their metabolic pathways [36]. Meanwhile, several detected metabolites that were not annotated in KEGG pathways were added to the corresponding pathways based on their structure. The results of the KEGG enrichment indicated that the SCMs of the two cultivars were significantly enriched in the flavonoid, isoflavonoid, flavone and flavonol biosynthesis pathways (Figure 3C).

### 3.3. Analysis of DEGs and Gene Ontology (GO) Enrichment in Red- and White-Sarcocarp Pomelo

RNA libraries were constructed and sequenced by using the Illumina platform to investigate gene expressions in white- and red-sarcocarp pomelo. 

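The deposited data covered 3 libraries of red-sarcocarp pomelo (Citrus maxima Merr. var. Tubtim Siam) and 3 libraries of white-sarcocarp pomelo (Citrus maxima (Burm.) Osbeck), each a biological repeat made from the mixed sarcocarp of several ripe fruits. In Table S2 the paper reports 43840902, 49451850 and 65216222 clean reads for red replicates 1 to 3, and 54595976, 46641006 and 40181372 for white replicates 1 to 3. The authors mapped these reads to the C. maxima genome (v1.0) with STAR and deposited, for 30123 genes, the FPKM given by RSEM in each library, rounded to 2 decimals, beside the results of their DESeq2 comparison, which came from reads counted separately with featureCounts. The FPKM summed to between 812335 and 835575 per library, and between 15920 and 16250 genes had an FPKM above 0. The counts of the single libraries were not used here, so the precision of an FPKM is judged from the spread of the 3 replicates. Expression was compared on log2(FPKM + 0.1) with limma (empirical Bayes with a mean-variance trend) over the genes whose mean FPKM was at least 1 in at least 1 cultivar, with Benjamini-Hochberg adjustment and the thresholds of the paper, a log2 fold change of at least 2 in size and an adjusted p of at most 0.01. Fold changes are given as red over white on this scale, which understates the change of genes with low FPKM. An FPKM of 0 is reported as a listed value, because 2154 genes listed at 0 in all 6 libraries had a mean normalized count above 0 in the authors' deposited table.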

After filtering the raw data, checking the sequencing error rate, and inspecting the GC content distribution, approximately 44.91 Gb (149.96 million paired-end reads) of clean bases were obtained, ranging from 6.02 to 9.76 Gb per library (Table S2). The clean data of each library were then mapped to the *C. maxima* genome with an average mapping rate of 98.67% [26]. The read counts and FPKM values for all the annotated genes were calculated. A total of 14,158 genes were found to be expressed in our transcriptome datasets, accounting for 47.00% of all genes (14158/30123) in the *C. maxima* genome [26]. 

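With a gene taken as expressed when its mean FPKM over the 3 replicates was at least 1 in at least 1 cultivar, 14158 of the 30123 genes were expressed, or 47.0%. Leaving out each library in turn gave between 14133 and 14206 genes. The alternative that moved the number most was a mean FPKM below 1, as the Methods text is worded, which gave 17381 genes, while a mean FPKM above 0.5 gave 15161 and an FPKM of at least 1 in every library of a cultivar gave 13449.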

The similarity of the six samples were further assessed by using the above expressed genes. The results showed that the three biological replicates for each cultivar were highly correlated (Figure S2).

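Across the expressed genes, Pearson's r of log2(FPKM + 0.1) lay between 0.958 and 0.964 for the 6 pairs of libraries of the same cultivar, and between 0.833 and 0.855 for the 9 pairs of libraries of different cultivars. Every pair within a cultivar was thus closer than any pair between cultivars. These coefficients are taken across genes, which are not independent replicates, so no p-value is attached to them. On FPKM without a log the ranges were 0.978 to 0.996 within and 0.816 to 0.909 between cultivars, and the ranges did not overlap there either.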

To obtain the significantly differential expression of genes between the two cultivars, we analyzed gene expressions by using the DESeq2 package [28]. A Venn diagram showed that 12,742 genes were expressed both in the white and red pomelo cultivars, whereas 710 and 706 genes were expressed specifically in red- and white-sarcocarp pomelo, respectively (Figure 4A). 

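Of the 710 genes expressed only in red-sarcocarp pomelo, 321 (45.2%) had a mean FPKM of at least 0.5 in the white-sarcocarp libraries, and 134 were listed at 0 in all 3 of them. Of the 706 genes expressed only in white-sarcocarp pomelo, 254 (36.0%) had a mean FPKM of at least 0.5 in the red-sarcocarp libraries, and 150 were listed at 0 in all 3. The thresholds for differential expression were passed by 262 of the 710 genes and by 315 of the 706 genes. With each library left out in turn, the number of red-specific genes lay between 688 and 758 and that of white-specific genes between 681 and 731.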

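On log2(FPKM + 0.1), 957 of the 14158 expressed genes passed both thresholds, 440 with higher and 517 with lower expression in red-sarcocarp pomelo. In all 957 genes the red replicates did not overlap the white replicates, a separation that chance gives for 10% of genes with 3 against 3 libraries and that 8166 of the tested genes showed. The setting that lowered the number most was a pseudocount of 1, which left 530 genes. The authors' deposited table holds 1593 DEGs, made from counted reads, and 521 of them had a mean FPKM below 1 in both cultivars and were not tested here. Of the other 1072, 1068 had the same direction in both sets of values and 828 passed the thresholds in both. A further 129 genes passed them on FPKM alone. Among genes higher in red, the largest fold change was that of Cg5g037110, annotated as ralf-like 33, with 256 ± 89.2 FPKM (SD, n = 3) in red-sarcocarp pomelo and values of 0, 1.48 and 0 in the white libraries. Among genes lower in red, the largest fitted decrease was that of CgUng021170, annotated as multiprotein bridging factor 1C, which was listed at 0 in all red libraries and had 261.02, 435.47 and 256.26 FPKM in the white libraries, but a mean normalized count of only 1.67 in the authors' deposited table. The next was Cg4g006080, which has no annotation. It had 743 ± 23.6 FPKM (SD, n = 3) in white-sarcocarp pomelo and values of 2.24, 0 and 0 in the red libraries. The order of CgUng021170 and Cg4g006080 depended on the pseudocount. Cg4g006080 had the larger decrease with a pseudocount of 0.5 (-9.72 against -9.27) and of 1 (-8.97 against -8.27). Without red replicate 1 it had -12.86, while CgUng021170 reached at most -11.72 with any library left out.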

In the white- vs. red-sarcocarp pomelo comparison, 1593 differently expressed genes (DEGs) were detected based on FC (|log2FoldChange| ≥2) and adjusted *p*-value (≤0.01), in which the expressions of 735 genes were upregulated, and those of 858 genes were significantly downregulated (Figure 4B; Table S3).

To understand the role of TFs involved in the metabolism of pomelo, we annotated 95 DEGs in 31 TF families via iTAK (1.7a) (Table S4). A total of 17 DEGs were detected in the MYB (11 DEGs) and bHLH (6 DEGs) TF families, which are related to flavonoid biosynthesis. Among these DEGs, four MYBs and three bHLHs showed higher expression in the red pomelo than the white pomelo (Table S5).

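Of the 17 MYB and bHLH genes of Table S4, 14 had a mean FPKM of at least 1 in at least 1 cultivar, and 9 of these passed the thresholds on log2(FPKM + 0.1), 3 with higher and 6 with lower expression in red-sarcocarp pomelo. The 3 higher genes were the bHLH gene Cg5g035630 and the MYB genes Cg5g013190 and Cg9g028980. Cg5g013190, annotated as myb domain protein 61, had 11.6 ± 5.04 FPKM (SD, n = 3) in red- and 2.33 ± 1.14 FPKM (SD, n = 3) in white-sarcocarp pomelo, a log2 fold change of 2.27 (standard error 0.41, adjusted p = 0.00427 from limma with Benjamini-Hochberg adjustment). Cg9g028980, annotated as myb domain protein 58, rose from 0.523 ± 0.323 to 3.68 ± 1.75 FPKM (SD, n = 3), a log2 fold change of 2.64 (standard error 0.49, adjusted p = 0.00471 from limma). Neither MYB gene passed when red replicate 1, red replicate 2, white replicate 1 or white replicate 3 was left out, and the number of higher genes was then 1. The largest decrease was that of the MYB gene Cg4g018810, annotated as myb domain protein 5, with 0.763 ± 0.437 FPKM in red- and 38.3 ± 12.0 FPKM in white-sarcocarp pomelo (SD, n = 3) and a log2 fold change of -5.60 (standard error 0.47, adjusted p = 0.000208 from limma). The 3 genes that were not tested were Cg5g031970 and Cg9g028270, with a mean FPKM below 1 in both cultivars, and Cg9g020260, listed at 0 in all 6 libraries. Families are given in Table S4 for the DEGs only, so whether they are over-represented was not tested.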

GO enrichment analysis was performed to categorize the biological functions of the DEGs. For all the DEGs, a total of 35 GO terms were enriched, including 3 for cellular component, 24 for molecular function, and 8 for biological process (Figure 4C; Table S6). For example, GO terms related to “secondary metabolic process” and “phenylpropanoid biosynthetic process” were enriched. To better understand the biological functions of the DEGs, enrichment analysis was conducted for the up- and downregulated DEGs, respectively (Figure 4C, Table S6). By comparing with the white-sarcocarp pomelo, upregulated DEGs in the red-sarcocarp pomelo were significantly enriched in GO terms related to the “phenylpropanoid biosynthetic process” and the “flavonoid biosynthetic process”, etc. 

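Table S6 lists 27 DEGs under phenylpropanoid biosynthetic process, and in the authors' deposited table 22 of them were higher and 5 lower in red-sarcocarp pomelo. On FPKM, 20 of the 27 were expressed, and 16 of these (80.0%) had higher values in red-sarcocarp pomelo, against 45.2% of the other expressed DEGs of Table S3, of which 475 were higher and 577 lower. The difference in direction gave p = 0.00244 in a two-sided Fisher's exact test, or 0.00488 adjusted over the 2 terms tested. The term was chosen on these same libraries and its genes are not independent replicates, so the p-value describes the list. Of the 20 genes, 11 passed the thresholds with higher and 4 with lower expression. The higher ones numbered 7 without red replicate 2 or white replicate 1, the lower ones 2 without red replicate 1, white replicate 2 or white replicate 3, and with a pseudocount of 1 the numbers were 5 and 1. GO annotation of the genes that are not DEGs was not used here, and the enrichment itself was not recomputed.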

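The 10 DEGs that Table S6 lists under plant-type primary cell wall biogenesis are all annotated as cellulose synthases or cellulose synthase-like proteins. In the authors' deposited table 4 of them were higher and 6 lower in red-sarcocarp pomelo. The 4 higher genes, Cg2g018720, Cg5g001040, Cg9g007480 and Cg5g001030, included the most strongly expressed of the 10. All 4 are annotated as cellulose synthase-like. The genes annotated as cellulose synthase family, Cg4g023980, Cg5g033420 and Cg2g043600, were all lower, as were the cellulose synthase-like genes Cg9g007500, Cg8g000140 and Cg4g013930. Cg2g018720, annotated as cellulose synthase-like B4, had 299 ± 47.0 FPKM (SD, n = 3) in red- and 17.4 ± 7.50 FPKM (SD, n = 3) in white-sarcocarp pomelo, a log2 fold change of 4.19 (standard error 0.32, adjusted p = 0.000143 from limma with Benjamini-Hochberg adjustment). Of the 6 lower genes only Cg4g023980 reached a mean FPKM of 1, with 1.18 ± 0.566 FPKM (SD, n = 3) in white-sarcocarp pomelo against 0.0300 ± 0.0100 FPKM (SD, n = 3) in red. The direction of the 5 expressed genes, 4 higher and 1 lower, could not be distinguished from that of the other DEGs of Table S3 (two-sided Fisher's exact test, p = 0.185). Without a filter on low values all 10 genes were compared, with 4 higher and 6 lower and p = 1 in the same exact test. The genes named here were chosen after their values were seen. The term was taken from the enrichment of all DEGs, so its direction does not test the paper's separate enrichment of downregulated DEGs.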

The downregulated DEGs were mainly over-represented with GO terms related to “cell wall biogenesis”. These findings were consistent with the characteristics of the red-sarcocarp pomelo, which are enriched in flavonoid metabolites.

### 3.4. Correlation Network Analysis of DEGs and SCMs Related to Flavonoid Biosynthesis

To study the relationship between genes and metabolites in flavonoid biosynthesis, correlation network analysis was conducted. The 19 DEGs and 17 SCMs related to flavonoid biosynthesis were selected to calculate the PCC, and based on the PCC (|PCC| > 0.9), a correlation network including 18 DEGs and 17 SCMs was drawn (Figure 5; Table S7). In this network, 11 DEGs and 12 SCMs were highly correlated with 5 or more SCMs and DEGs, respectively (Figure 5; Table S8). 

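The FPKM of the 18 DEGs of Table S7 and the contents of the 17 SCMs of Table S9 were correlated without transformation, with libraries and metabolite samples matched by cultivar and replicate number. Of the 306 possible pairs, 138 had a PCC above 0.9 in size, 62 of them positive. All 131 pairs of Table S7 were among them with the coefficient listed there after rounding to 2 decimals. Each coefficient rests on 6 samples that form 2 groups, so single coefficients are not given here. For each of the 17 SCMs the 3 red contents did not overlap the 3 white contents. When the values were centred on the mean of each cultivar before the correlation, 24 pairs were above the threshold, of which 18 were among the 138.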

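At this threshold 12 DEGs and 12 SCMs had 5 or more partners. When the coefficients were first rounded to 2 decimals, a setting chosen after seeing the data, 11 DEGs did. The network was set beside 2 references drawn from the same data. In the first, the replicates of the metabolite samples were re-paired with the libraries within each cultivar in all 36 possible ways, which keeps the difference between the cultivars and changes only which replicate is matched with which. The re-pairings gave between 135 and 155 pairs, with a median of 143, and 29 of the 36, the real one included, gave at least 138 (exact share 0.806). In the second, the other 945 genes that passed the thresholds for differential expression were correlated with the same 17 SCMs. Of these, 895 (94.7%) reached a PCC above 0.9 in size with at least 1 SCM, and 78.3% with 5 or more, and their median number of partners was 10, against 10.5 for the 18 DEGs. Among the 13201 expressed genes that did not pass the thresholds, 45.7% reached it with at least 1 SCM.

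**Figure D1:**
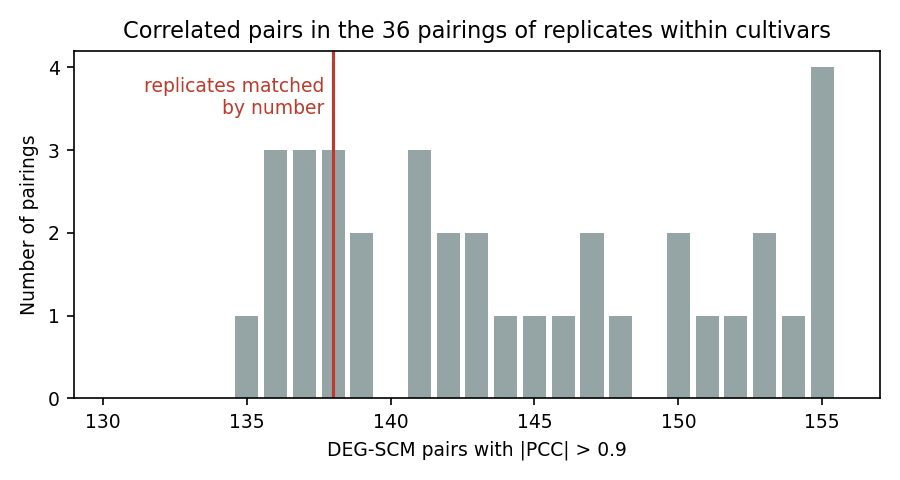
Number of DEG-SCM pairs with a PCC above 0.9 in size (horizontal axis) in each of the 36 pairings of the replicates within cultivars; bar height is the number of pairings and the vertical line marks replicates matched by number. The matched replicates give 138 pairs, within the range of 135 to 155 over all pairings.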

In the network, Cg2g009540, an orthologous gene of *AtCHS*, was highly related to as many as 12 SCMs. 

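Cg2g009540, whose best hit in Arabidopsis is the chalcone synthase gene AT5G13930, had 2.71 ± 0.254 FPKM (SD, n = 3) in red- and 0.293 ± 0.371 FPKM (SD, n = 3) in white-sarcocarp pomelo. Its log2 fold change was 3.24 (standard error 0.64, adjusted p = 0.00597 from limma with Benjamini-Hochberg adjustment), and every red library lay above every white library. The gene was higher in red in all 16 alternative settings, but passed both thresholds in only 8 of them, and its adjusted p lay between 0.000970 and 0.0278. It fell short with a pseudocount of 1 or of 0.01, without a trend, and when red replicate 1, red replicate 2, red replicate 3, white replicate 2 or white replicate 3 was left out. In the authors' deposited table its mean normalized count was 32.9 and its log2 fold change 3.04 (adjusted p = 4.97e-05 from DESeq2), which passed both thresholds on counted reads. It was linked to 12 SCMs, 5 positively and 7 negatively, on untransformed values, but to 6 when FPKM and content were taken on the log2 scale and to 2 with Spearman's rho. With 6 samples a rho above 0.9 needs nearly the same order within each cultivar, so fewer links are built into that measure. Among the other 945 genes that passed the thresholds, 152 (16.1%) were linked to 12 or more on untransformed values. With the values centred on the cultivar means it had 0 linked SCMs.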

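Cg5g035630, annotated as a bHLH protein with the Arabidopsis hit AT4G09820, was among the more strongly expressed genes of the network, with 120 ± 20.9 FPKM (SD, n = 3) in red- and 20.9 ± 2.00 FPKM (SD, n = 3) in white-sarcocarp pomelo. The log2 fold change was 2.50 (standard error 0.14, adjusted p = 4.52e-05 from limma) and stayed between 2.37 and 2.62 with each library left out in turn. It had a PCC above 0.9 in size with 11 SCMs, and with 10 when the coefficients were first rounded to 2 decimals, a setting chosen after seeing the data. On the log2 scale it had 11, with Spearman's rho 2, and on centred values 1.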

Cg5g035630, highly related to 10 SCMs, could be an orthologous gene of *AtbHLH42*. Cg5g043310, involved in regulation of brassinosteroid metabolism, was related to 12 SCMs, while the other plant hormone-related gene Cg8g004960, involved in ABA transport, was only related to 2 SCMs. 

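Cg5g043310 had 120.5 ± 14.1 FPKM (SD, n = 3) in red- and 19.7 ± 3.16 FPKM (SD, n = 3) in white-sarcocarp pomelo, a log2 fold change of 2.61 (standard error 0.14, adjusted p = 3.64e-05 from limma). It was linked to 12 SCMs, and to 1 on values centred on the cultivar means. For Cg8g004960 the values were 47.9 ± 16.2 FPKM and 11.7 ± 2.37 FPKM (SD, n = 3). Its log2 fold change of 1.99 (standard error 0.24, adjusted p = 0.000861 from limma) fell just short of the threshold of 2 on this scale, and it passed when red replicate 1, red replicate 3 or white replicate 2 was left out, with 2.07, 2.17 and 2.15. The authors' deposited table gives 2.58. This gene was linked to 3 SCMs on untransformed values, and to 12 on the log2 scale, where Cg5g043310 had 11. With coefficients first rounded to 2 decimals, a setting chosen after seeing the data, Cg8g004960 had 2. On untransformed values Cg8g004960 was linked to 6, 12 and 11 SCMs without red replicate 1, red replicate 2 and red replicate 3, and to 2 without any 1 of the white replicates. For Cg5g043310 these numbers were 17 without red replicate 1, and 11 or 12 without any other library. With Spearman's rho both genes were linked to 2. The difference in number of partners between these genes therefore depended on the scale, on the coefficient and on single red libraries.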

Cg4g006870, an orthologous gene of *AtCYP711A1*, was only highly related to three SCMs in the network. 

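Cg4g006870 was listed at 0 in all 3 white-sarcocarp libraries and at 2.21, 2.36 and 1.01 FPKM in the red-sarcocarp libraries, and passed the thresholds (adjusted p = 0.00107 from limma), though not with a pseudocount of 1 and not with a mean FPKM of at least 1 required over all 6 libraries, where it was not tested. No fold change is given against a cultivar listed at 0. It had a PCC above 0.9 in size with 5 SCMs on untransformed values and with 12 on the log2 scale. Without red replicate 3, the lowest of the red values, it was linked to 12 SCMs, and without white replicate 1 or white replicate 3 to 2.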

The above results indicated the complexity of the flavonoid biosynthetic regulatory network.

### 3.5. Analysis of Flavonoid Biosynthesis Network

The flavonoid biosynthesis network was analyzed and graphically illustrated based on the analysis of KEGG pathway annotation (Figure 6A). A total of 17 SCMs and 11 relevant genes were detected in the network (Tables S9 and S10). The levels of SCM contents and gene expressions are shown in Figure 6B,C, respectively. The content of 10 metabolites in red-sarcocarp pomelo were higher than those in white-sarcocarp pomelo (Figure 6B). 

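On log2(FPKM + 0.1), 3 of the 11 genes of Table S10 passed both thresholds, and the same number passed when the p-values were adjusted over the list alone. The genes were chosen by the study on these libraries, so the second number is not independent evidence. Besides the chalcone synthase gene Cg2g009540, these were Cg5g023630 and Cg2g025640. Cg5g023630 had values of 5.67, 3.74 and 7.13 FPKM in the red-sarcocarp libraries and was listed at 0 in all 3 white-sarcocarp libraries (adjusted p = 9.50e-05 from limma). Cg2g025640 had 2.67 ± 0.823 FPKM in red- and 11.2 ± 1.18 FPKM in white-sarcocarp pomelo (SD, n = 3), a log2 fold change of -2.06 (standard error 0.22, adjusted p = 0.000502 from limma). It did not reach the fold change threshold without red replicate 1 or without red replicate 3, with -1.94 and -1.95, nor with a pseudocount of 0.5 or 1, with -1.91 and -1.75. The number of genes passing was 1 without red replicate 1 or red replicate 3 and with a pseudocount of 1. The largest of the other differences was that of Cg7g003710, a chalcone-flavanone isomerase family gene, with 183 ± 13.6 FPKM against 60.2 ± 7.81 FPKM (SD, n = 3) and a log2 fold change of 1.61 (standard error 0.11, adjusted p = 0.000107 from limma), below the fold change threshold.

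**Figure D2:**
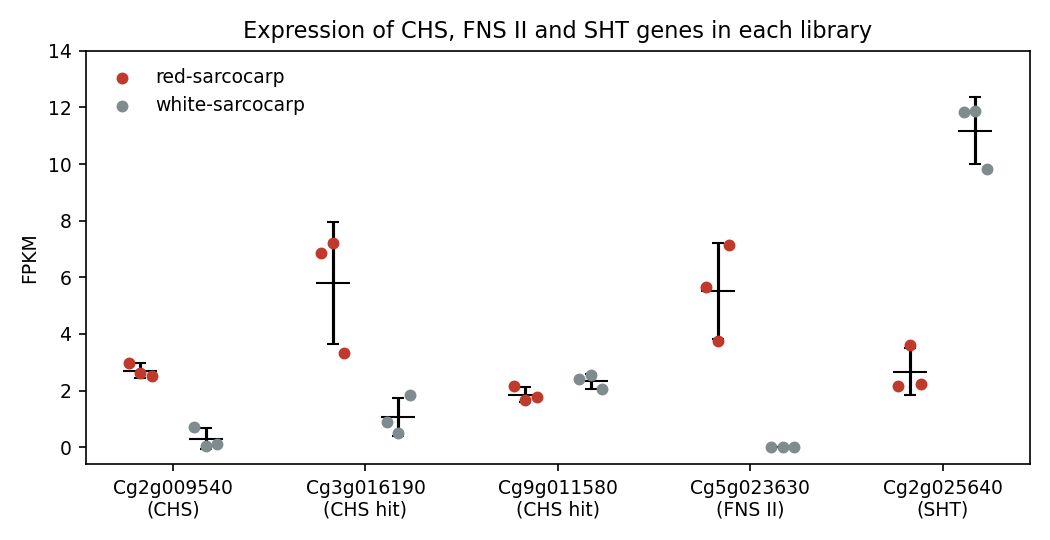
FPKM (vertical axis) of the 3 expressed genes with a chalcone synthase hit, of the FNS II gene and of the SHT gene in each library; points are the 3 red-sarcocarp and 3 white-sarcocarp libraries, horizontal bars the means and error bars the SD. The red values of Cg2g009540, Cg3g016190 and Cg5g023630 lie above the white values, and those of Cg2g025640 below.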

Among 11 genes, only three DEGs were detected: two upregulated genes Cg2g009540 and Cg5g023630, and one downregulated gene Cg2g025640, which encoded CHS (chalcone synthase), FNS II and SHT, respectively (Figure 6C). However, among substrate content, enzyme gene expression and product content, they were not perfectly matched with each other in this network. In general, these results suggested the complexity of the regulatory network in flavonoid biosynthesis.

### 3.6. qRT-PCR Analysis

To confirm the gene expression data obtained from RNA-seq, the transcript levels of the three DEGs in the flavonoid biosynthesis network which encoded *CHS* (Cg2g009540), *FNS II* (Cg5g023630), and *SHT* (Cg2g025640) were analyzed by qRT-PCR using gene-specific primers in the pomelo samples. Comparing with white-sarcocarp pomelo, red-sarcocarp pomelo expressed significantly high levels of *CHS* and *FNS II* and a low level of *SHT* (Figure S3). The expressions of all the DEGs from the qPCR experiment were consistent with those from RNA-seq.

## 4. Discussion

Members of Citrus are globally known for their nutritional and medicinal benefits. However, the presence of flavonoids in different Citrus cultivars and their roles in flavonoid biosynthesis are largely unknown. In this study, widely targeted metabolome and transcriptome sequencing were employed to investigate the differences in flavonoid accumulation between the two pomelo cultivars (*Citrus maxima* (Burm.) Osbeck and *Citrus maxima* Merr. var. Tubtim Siam). The metabolome data suggested that almost half of the metabolites (263 in 550) detected were differentially accumulated between the white-and red-sarcocarp pomelos (Table S1). Flavonoids were the top SCMs between the two cultivars, implying that flavonoids showed the greatest variation and the most important metabolites in pomelo. The differences in metabolites and transcripts of the flavonoid pathway affect petal color in *Nelumbo nucifera* [4]. Recent studies indicated that flavonoids enhance plant tolerance to abiotic stresses [37,38]. The involvement of flavonoids in symbiotic nitrogen fixation in Rhizobia [39] has been investigated. Altogether, our results suggested that flavonoids were one of the most important bioactive components and their abundance might affect characteristic differences of pomelo fruits.

Transcriptome sequencing was carried out to investigate the DEGs in two pomelo cultivars with white and red sarcocarp. GO terms related to flavonoid biosynthesis including “phenylpropanoid biosynthetic process” and “flavonoid biosynthetic process” were found in upregulated DEGs. TFs, such as the MYB, bHLH, and WD40 families, played important roles in flavonoid biosynthetic regulation by forming the MYB-bHLH-WD repeat complex [40]. Overexpression of the *MYB* gene was an important approach to obtain the high content of flavonoids in tobacco [41]. In *Arabidopsis* seedlings, pigment production depended on Transparent Testa Glabra 1 (TTG1, a WD40 TF) and bHLH [42]. In this study, 11 DEGs in the MYB and 6 DEGs in the bHLH family were annotated. Among them, four MYBs and three bHLHs were highly expressed (Table S5). The function of these transcription factors needs to be demonstrated in further studies.

To understand the mechanism of flavonoid biosynthesis in pomelo, we evaluated the PCC between DEGs and SCMs. In the correlation network, Cg5g035630 encoding a TF in the bHLH family was detected, which could participate in the transcriptional regulation of pomelo flavonoid biosynthesis. Phytohormone and stress can also affect flavonoid biosynthesis [43,44,45]. 

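Cg5g024090, annotated as a 2-oxoglutarate and Fe(II)-dependent oxygenase, was listed at 0 in all 3 red-sarcocarp libraries and had 32.65, 35.34 and 27 FPKM in the white-sarcocarp libraries (adjusted p = 3.85e-06 from limma with Benjamini-Hochberg adjustment). It passed the thresholds in all 16 alternative settings and was linked to 12 SCMs, 7 positively and 5 negatively. On values centred on the cultivar means it had 2 pairs above the threshold.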

In the network, the detection of plant hormone-related genes (Cg5g043310 and Cg8g004960) and a defense-associated gene (Cg5g024090) indicated potential regulation of plant hormone and stress in flavonoid biosynthesis. *AtCYP711A1* was related to 11 genes (*CHS, CHI,* etc.) in flavonoid biosynthesis [46]. We detected that an orthologous gene of *AtCYP711A1* in pomelo (Cg4g006870) was highly related to three SCMs. *CmMAX1* would be an entry point to further investigate flavonoid biosynthetic regulation in pomelo.

Naringenin was a pivotal intermediate product which could be converted into other flavonoids [10]. As the results suggested in Figure 6, the higher expression of the *CHS* gene (Cg2g009540) could lead to a higher content of naringenin chalcone, and then naringenin was highly accumulated in red-sarcocarp pomelo due to the increase in substrate content, which could be a reasonable interpretation of the higher eriodictyol content and even the high level of total flavonoid in red-sarcocarp pomelo. Naringenin can be converted into 8-C-glucosylnaringenin and then form vitexin, all the steps occurring without regulation by enzymes. Interestingly, we found vitexin content was lower in red-sarcocarp pomelo. In general, the production of apigenin from naringenin was catalyzed by FNS (FNS I and FNS II) [47]. A study in 2019 also found that overexpression of *ZmFNS I* and *ZmFNS II* in *Arabidopsis* plants resulted in apigenin formation and remitted damage caused by UV-B [48]. However, only *FNS II* was detected to be occasionally involved in apigenin formation [49]. In our study, the process of apigenin formation might be catalyzed only by FNS II because just the *FNS II* gene (Cg5g023630) was detected in red-sarcocarp pomelo. Given that only the substrate content had changed significantly, we also speculated that saturation of enzyme activity restricted the synthesis of caffeoyl quinic acid and dihydrokaempferol. Additionally, enzyme genes and direct precursors were not detected; further exploration needs to be conducted on the formation of several flavonoids including 2’-hydroxygenistein, trifolin, and tricetin.

## 5. Conclusions

Metabolome analysis based on UPLC-MS/MS and transcriptome was performed in red- and white-sarcocarp pomelo fruits. DEG analysis revealed that flavonoids were the SCMs between the two kinds of pomelo fruits. GO enrichment analysis showed that specific DEGs were involved in flavonoid biosynthesis-related processes, including the phenylpropanoid biosynthetic process and the flavonoid biosynthetic process. The increase in the *CHS* gene (Cg2g009540) expression could be related to the high level of total flavonoid in red-sarcocarp pomelo. 

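The annotation gives 17 genes the best Arabidopsis hit AT5G13930, and 3 of them were expressed. Besides Cg2g009540, Cg3g016190 was higher in red-sarcocarp pomelo, with 5.80 ± 2.14 FPKM against 1.07 ± 0.681 FPKM (SD, n = 3) and a log2 fold change of 2.41 (standard error 0.48, adjusted p = 0.00621 from limma). It fell short of the thresholds when red replicate 1, red replicate 2, white replicate 1 or white replicate 2 was left out, with an adjusted p of up to 0.0292. It also fell short with a pseudocount of 1 (log2 fold change 1.71), without a trend (adjusted p = 0.0132 from limma) and with the replicate block (adjusted p = 0.0211 from limma), and passed in 9 of 16 alternative settings. On counted reads, the authors' deposited table gives Cg3g016190 a log2 fold change of 2.43 (adjusted p = 7.08e-07 from DESeq2), past both thresholds. Cg9g011580 did not differ by the test, with 1.85 ± 0.263 FPKM in red- and 2.34 ± 0.265 FPKM in white-sarcocarp pomelo (SD, n = 3; adjusted p = 0.252 from limma). Reads shared among these copies were not separated here, which limits what the value of each copy shows. From the expression of Cg2g009540 and the content of its products, the paper proposes that more naringenin chalcone was formed and that naringenin accumulated from it in red-sarcocarp pomelo.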

Conclusively, the combined analysis of SCMs and DEGs provided molecular evidence for the flavonoid biosynthesis between red- and white-sarcocarp pomelo and laid a theoretical foundation for the breeding of flavonoid-rich pomelo.

## Figures and Tables

**Figure 1:**
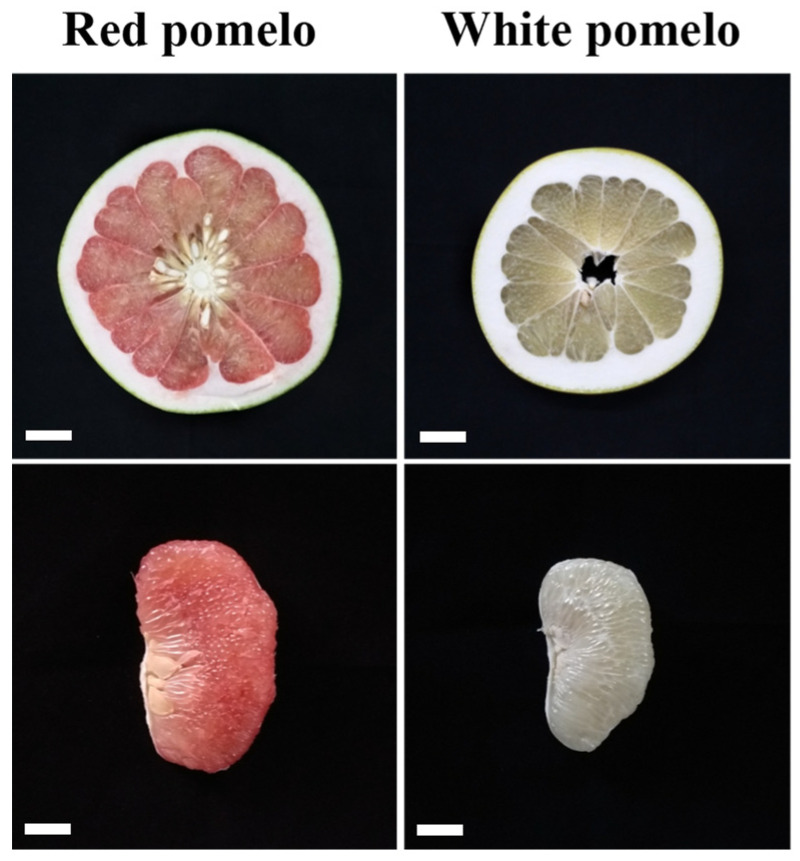
Phenotype of two pomelo cultivars: white- (*Citrus maxima* (Burm.) Osbeck) and red-sarcocarp pomelos (*Citrus maxima* Merr. var. Tubtim Siam). Bars indicate 3 cm.

**Figure 2:**
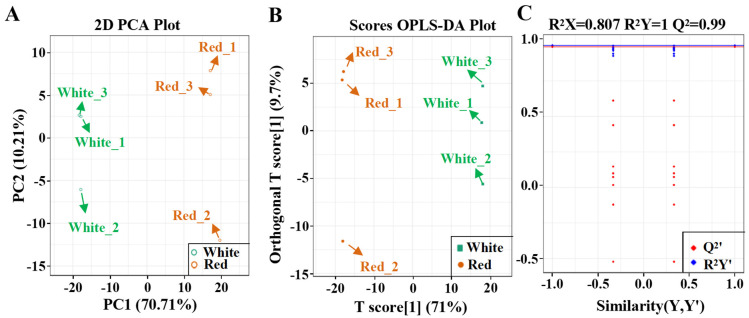
PCA and OPLS-DA on metabolites of pomelo fruit. (**A**) PCA score plot. (**B**) OPLS–DA score plot. (**C**) OPLS–DA permutation analysis model validation graph.

**Figure 3:**
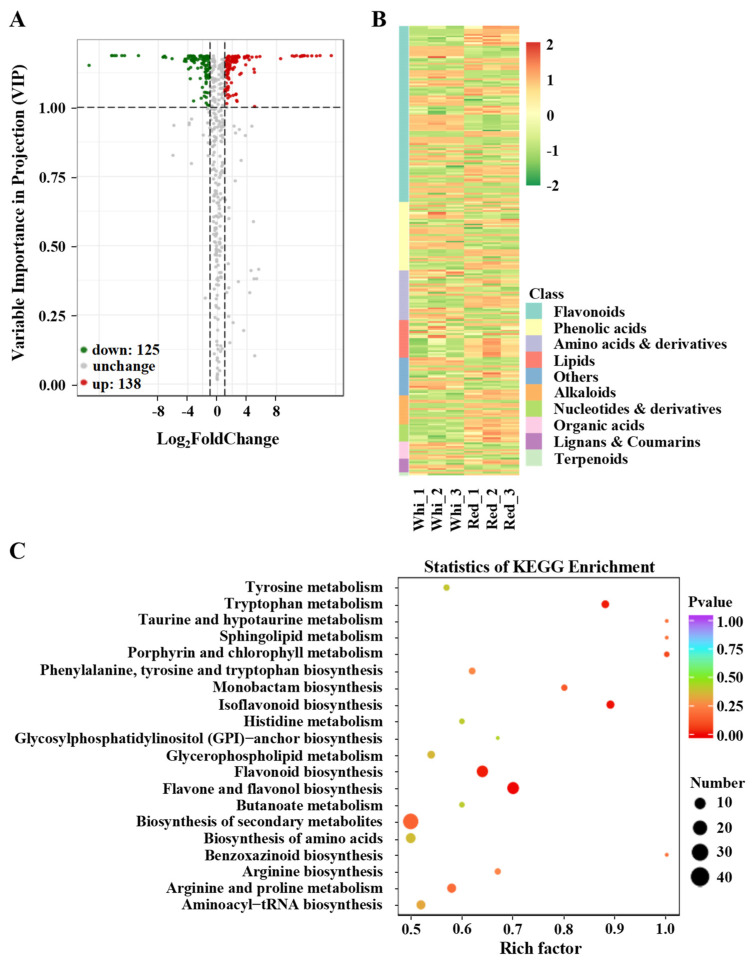
Analysis of SCMs in pomelo fruits. (**A**) Volcano plot of metabolites. (**B**) Heatmap of SCM expression. (**C**) KEGG enrichment analysis of SCMs.

**Figure 4:**
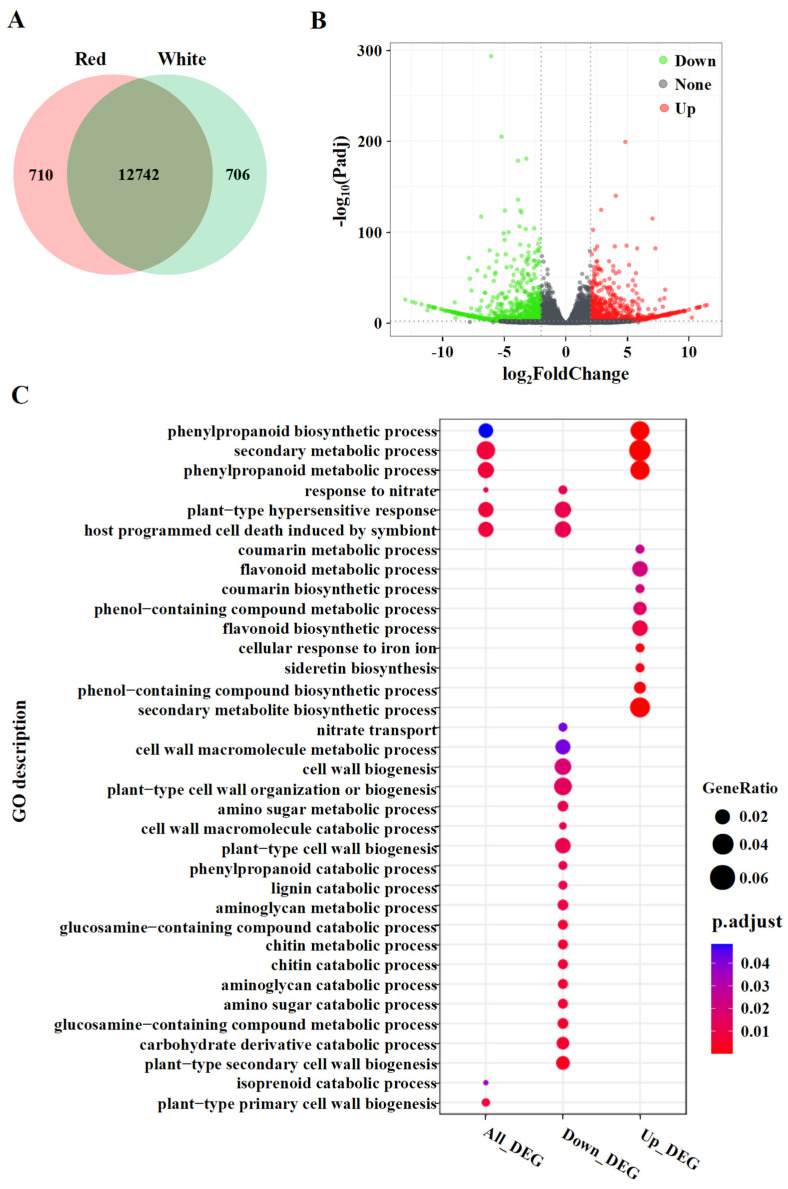
Gene expression analysis and GO annotation of DEGs in pomelo fruits. (**A**) Venn diagram of genes. (**B**) Volcano plot of genes. (**C**) GO annotation of DEGs.

**Figure 5:**
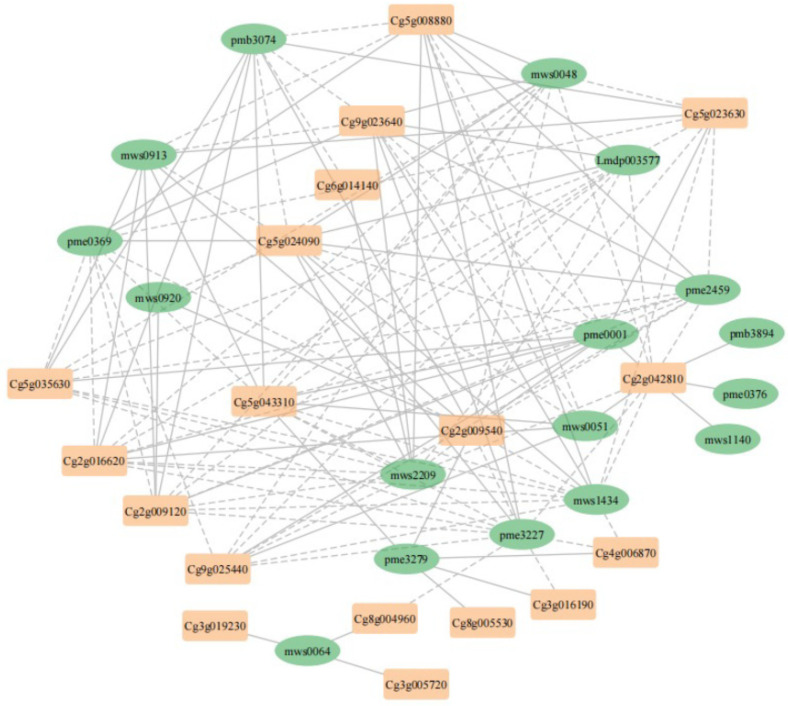
Correlation network of DEGs and SCMs related to flavonoid biosynthesis. Green ellipse, SCMs; light orange squares, DEGs; solid line, positive correlation; dashed line, negative correlation. Lmdp003577: Genistein 7–O–Glucoside; mws0048: Vitexin; mws0051: Acacetin; mws0913: Trifolin; mws1434: Isovitexin; mws2209: Kaempferol-3-O-glucoside; pmb3074: 3–O–p–Coumaroyl quinic acid; pme0001: Neohesperidin; pme0369: Kaempferol–3–O–rutinoside; pme2459: Luteolin–7–O–glucoside; pme3227: Vitexin 2″–O–β–L–rhamnoside; pme3279: 2′-Hydroxygenistein; mws0064: Eriodictyol; mws0920: Tricetin; mws1140: Naringenin chalcone; pmb3894: Di–O–methylquercetin; pme0376: Naringenin. Cg5g043310: *CmBEN1*; Cg5g035630: *CmbHLH42*; Cg2g016620: *Cm5MAT*; Cg2g009120: *CmTT12*; Cg4g006870: *CmCYP711A1*; Cg2g009540: *CmCHS*; Cg3g019230: *CmTT10*.

**Figure 6:**
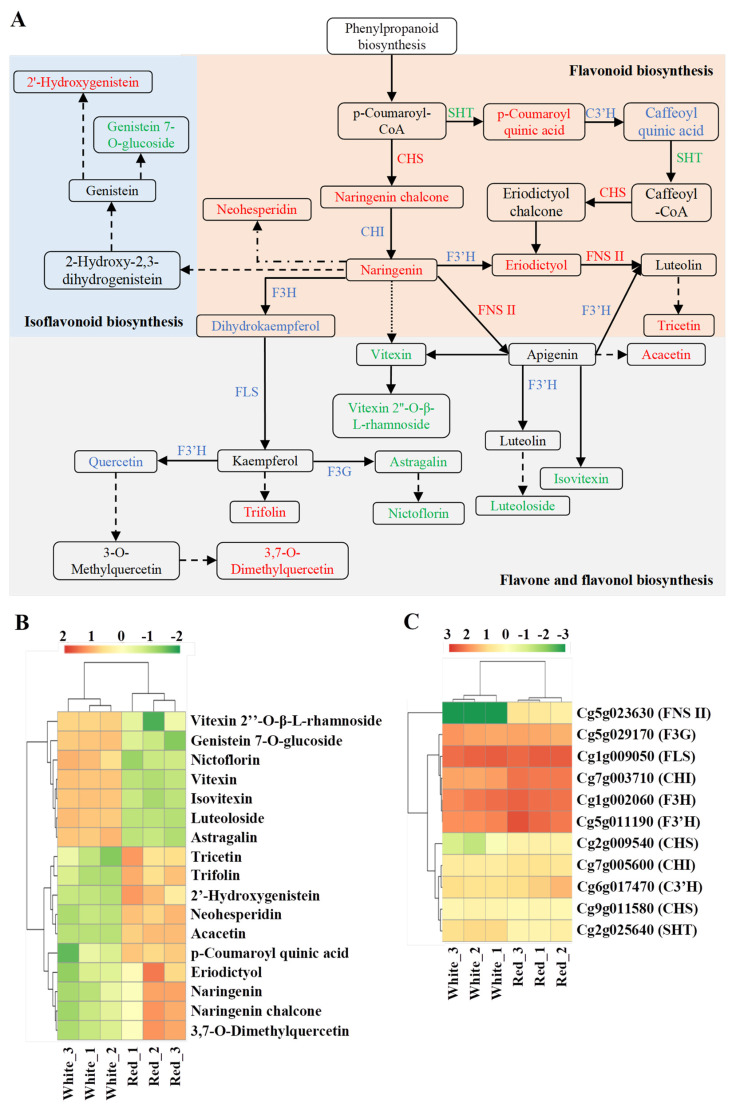
Pathway analysis of flavonoid biosynthesis. (**A**) Flavonoid biosynthesis pathway in pomelo. Solid arrow: molecular interaction or relation; dashed arrow, no genes were detected; dotted arrow, no metabolites were detected; point-line arrow, no genes or metabolites were detected. CHI: chalcone isomerase; CHS: chalcone synthase; C3′H: 5–O–(4-coumaroyl)–D–quinate/shikimate 3′–hydroxylase; F3G: flavonol 3–O–glucosyltransferase; F3H: flavanone 3–hydroxylase; F3′H: flavonoid 3′–hydroxylase; FLS: flavonol synthase; FNS II: flavone synthase II; SHT: shikimate O–hydroxycinnamoyl transferase. (**B**) Heatmap of SCMs in flavonoid biosynthesis. (**C**) Heatmap of gene expressions in flavonoid biosynthesis.

## Data Availability

The datasets generated and analyzed during the current study are available in the NCBI database repository (Public on 1 February 2021, Accession No. GSE162849, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162849, accessed on 4 November 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/metabo12121161/s1, Figure S1: Foldchange of top 20 SCMs. SCFs are marked by red boxes, Figure S2: Inter-sample correlation diagram, Figure S3: qRT-PCR analysis of candidate DEGs related to flavonoid biosynthesis, Table S1: List of metabolites in two pomelo cultivars, Table S2: Summary of sequenced RNA libraries, Table S3: List of DEGs in two pomelo cultivars, Table S4: Transcription factor annotation, Table S5: Statistics of transcription factor annotation results, Table S6: GO terms of all the DEGs, Table S7: Pearson correlation coefficient between DEGs and SCMs related to flavonoid biosynthesis, Table S8: Correlation network of DEGs and SCMs related to flavonoid biosynthesis, Table S9: SCMs detected in flavonoid biosynthesis based on KEGG pathway annotation, Table S10: Genes related to SCMs in flavonoid biosynthesis, Table S11: Primers used in qRT-PCR analysis. Citrus β-actin was selected as internal reference. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

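RNA of ripe sarcocarp from red- and white-sarcocarp pomelo was sequenced by the authors, with 3 biological repeats per cultivar. According to the paper, reads were trimmed with Trimmomatic and mapped to the C. maxima genome (v1.0) with STAR in 2-pass mode. The authors deposited FPKM per gene and library, obtained with RSEM and rounded to 2 decimals. Beside these stand the columns of the authors' DESeq2 comparison, made from reads counted with featureCounts: the mean normalized count over the 6 libraries, the log2 fold change and its standard error (deposited on the log2 scale, red over white), the deposited test statistic (a score) and the deposited p-value and adjusted p-value. These came from the authors and were not recomputed, since counts of the single libraries were not used here. The sign of the deposited log2 fold changes was checked against the FPKM.

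The 6 libraries were assigned to cultivar and replicate from their labels and the paper. No FPKM column was left out (0 unused columns). The depth reported in Table S2 ran from 40181372 to 65216222 clean reads per library. As FPKM carries no count, no counting interval is given, and the precision of each value rests on the 3 replicates.

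A gene was taken as expressed at a mean FPKM of at least 1 in at least 1 cultivar. The Methods text reads lower than 1, and this reading was tried as an alternative. The 14158 expressed genes were compared on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, by a linear model with cultivar as the only term and empirical Bayes moderation with a mean-variance trend. P-values were adjusted by the Benjamini-Hochberg method, and the thresholds were those of the paper. On data simulated from the means and spreads of these 14158 genes, with 200 genes changed by known fold changes, 91.5% of the changed genes passed both thresholds and 0 unchanged genes did, with 1 unchanged gene at the adjusted p alone. All the simulated changes lay beyond the fold change threshold, so 91.5% does not describe changes near it. The noise was normal and independent for each gene, with no floor at 0 and no effect shared by a library. Lists of flavonoid and carotenoid pathway genes were set by the best Arabidopsis hit in the deposited annotation and tested with camera at a preset correlation of 0.01, with fry beside it. Counts, exact tests and correlations were computed in Python 3 with pandas, numpy and SciPy.

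Genes were named by a rule set before the data were examined, as were the designs and most alternatives: every gene named in the text or legends of the paper, the 11 genes of Table S10, the 3 largest positive and 3 largest negative fold changes among genes passing the thresholds with replicates that do not overlap, the passing genes of both pathway lists, and every expressed gene with the best hit AT5G13930. Values in Tables S3, S4 and S10 had been seen by then. MYB, bHLH and cell wall genes outside this rule were named after their values were seen. The alternatives were other pseudocounts, filters, normalizations and moderation settings, a replicate block, other thresholds, other correlation measures, and leaving out each library in turn. Rounding of correlation coefficients was added after seeing the data. No reference genome was used, so gene positions, lengths and sequence differences were not examined. The enrichment of GO terms was not recomputed, because GO annotation of all genes was not used here, and the metabolome and qRT-PCR results were not re-analysed apart from the contents in Table S9.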

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

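The results below concern genes or values that the paper does not discuss, although some genes it names, such as Cg5g023630 and Cg5g024090, are among those listed at 0 in 1 cultivar. The tests of library composition, shared reads and listed zeros were chosen only after the results were seen, while those of rounding, disease-resistance annotation and other splits were set before.

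Cg6g016720, annotated as phytoene synthase, had 161 ± 12.2 FPKM (SD, n = 3) in red- and 29.4 ± 4.29 FPKM (SD, n = 3) in white-sarcocarp pomelo, a log2 fold change of 2.46 (standard error 0.12, adjusted p = 2.67e-05 from limma). Cg7g013230, annotated as nine-cis-epoxycarotenoid dioxygenase 4, had 40.3 ± 10.9 FPKM against 8.44 ± 1.05 FPKM (SD, n = 3), a log2 fold change of 2.21 (standard error 0.20, adjusted p = 0.000266 from limma). Both passed the thresholds in all 16 alternative settings, and the paper does not discuss them. A difference in library composition would shift all genes alike, but the median log2 fold change of the 14158 genes tested was 0.020, which both genes exceeded by more than 2 of their standard errors, and this argues against it as the cause. Summed over every gene with the same best Arabidopsis hit, the log2 ratio of FPKM was 2.44 for phytoene synthase and 2.25 for the dioxygenase, with the other copies adding almost nothing, which argues against reads moved between copies. What stays open is a sequence difference from the reference genome in 1 cultivar, a difference in ripeness or tissue between the fruits of the cultivars, which was not tested, and the cultivars themselves. A candidate explanation is that the expression of these carotenoid genes goes with the red flesh, but no carotenoid was measured in the data used here.

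A further 2 genes, on the flavonoid list, passed the thresholds. Cg6g001740, annotated as PHE ammonia lyase 1, had 3.71 ± 1.11 FPKM (SD, n = 3) in red-sarcocarp pomelo and values of 0.12, 0 and 0.48 in the white libraries. Cg5g007630, a cytochrome P450 with the same hit as flavonoid 3'-hydroxylase, had 2.97 ± 0.725 FPKM (SD, n = 3) in red-sarcocarp pomelo and was listed at 0 in all 3 white libraries. Summed over genes with the same hit, the log2 ratios were 1.73 and 1.31. The most strongly expressed copies, Cg6g001770 and Cg5g011190, were also higher in red. If the other copies lent the same share of their reads in both cultivars, the lowest share seen in red would need at least 0.655 FPKM of Cg5g007630 in each white library. The authors' deposited table gives it a log2 fold change of 9.32, against 1.49 for Cg5g011190, a difference of 7.83 (standard error 1.3). Both values argue against such lending for Cg5g007630. For Cg6g001740 the need would be at least 0.873 FPKM, which lies above all 3 white values, but its log2 fold change of 4.10 in the authors' deposited table exceeds that of Cg6g001770, 1.74, by 2.37 with a standard error of 1.23, less than 2 standard errors, so lent reads cannot be told apart from expression of the gene itself. Reads divided among the copies differently in each cultivar stay open for both genes. For Cg6g001740 the call was lost without red replicate 1, 2 or 3 or white replicate 1, with adjusted p of up to 0.0122, and also with a pseudocount of 0.01 (adjusted p = 0.0155 from limma) and of 1 (log2 fold change 1.97). For Cg5g007630 it was lost with a pseudocount of 1.

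The 3 largest increases and the 3 largest decreases on FPKM were set beside the authors' deposited table. For Cg5g037110 (mean 256 FPKM in red), Cg7g003780 (mean 42.0 FPKM in red) and Cg4g006080 (mean 743 FPKM in white), the authors' deposited table gives log2 fold changes of 8.34, 6.76 and -11.21, past the threshold with the same sign. Cg2g020510, annotated as a RIN4 family protein, had a mean of 48.5 FPKM in red and was listed at 0 in all white libraries, while the authors' deposited table gives a mean normalized count of 1510 and a log2 fold change of 0.02. Cg5g021140 had a mean of 191 FPKM in white and was listed at 0 in red, and the authors' deposited table gives it the same sign but a much smaller log2 fold change of -0.76 (adjusted p = 1.29e-08). CgUng021170, with a mean of 318 FPKM in white and listed at 0 in red, had the same sign there too, -4.28, with an adjusted p of 0.0784 and a mean normalized count of 1.67.

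More generally, 182 of the 957 genes passing the thresholds were listed at 0 in every library of 1 cultivar, 82 in white and 100 in red. The authors' deposited table calls 144 of them (79.1%) with the same sign, which argues against failed FPKM estimates as the cause for most. Among the other 38 are 8 genes, Cg2g020510 and Cg5g021140 included, whose log2 fold change in the authors' deposited table stays below 2 in the direction of the FPKM even with 2 standard errors added. The counts thus place reads in the cultivar listed at 0, and a failed or moved FPKM estimate is a candidate explanation for these 8. For the remaining 30 it cannot be told apart from a real difference, because their mean normalized counts are 0 in 11 genes and at most 9.12 in the others. The FPKM of those 11 rests on reads that the counts do not assign to them. Cg5g024160, with a count of 0, and Cg5g024210, with 0.207, have the same FPKM in the white libraries (82.4, 76.44 and 75.99). Shared reads are a candidate there, but the gene they came from is not known. FPKM and counts come from the same mapping to 1 reference genome. A gene whose sequence differs from the reference in 1 cultivar may therefore be listed low in both. A hypothesis that such genes gather at disease-resistance loci was tested by annotation: 5 of the 182 (2.75%) were so annotated against 25 of the other 775 (3.23%), and within the same range of expression 3 of 145 against 21 of 477 (two-sided Fisher's exact test, p = 0.323). The 5 genes, picked out after their values were seen, were Cg1g018560, Cg1g018800 and Cg2g016980, listed at 0 in white, and Cg1g020500 and Cg8g013310, listed at 0 in red. These numbers are too few to decide it.

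Of the authors' 1593 DEGs, 152 were listed at 0 FPKM in all 6 libraries, although the authors' deposited table gives them mean normalized counts with a median of 11.5 and a maximum of 4077. Rounding to 2 decimals was tested by asking how long a transcript would have to be for such a count to round to 0. For 100% of them this length, with a median of 108 kb, lay above 15.1 kb, a length that nearly all of those implied by the counts and FPKM of 13383 expressed genes stay below, which argues against rounding. Reads that map to several places or overlap 2 genes, which the 2 counting programs can treat differently, stay open and were not tested. No biological explanation was tested.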

How the results depend on the processing

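The only alternative chosen after the result was seen was the rounding of correlation coefficients. Of 711 values recomputed under alternative settings, 205 of those that answer a comparison stayed on the same side of their criterion, 25 counts or correlations moved, 2 reversed and 1 became stronger. Part of the 205 could not change by construction and say nothing about stability: a pseudocount changes neither the direction of a ratio of mean FPKM nor the direction of the GO terms, normalization and moderation settings left the latter untouched as well, and camera gave the same p without a trend and with robust moderation. For the single genes, 446 stayed, 27 fell short of the thresholds, 4 newly passed and 1 reversed. The numbers of expressed genes stayed within 1.5 times under all alternatives run. The numbers of DEGs moved that far with a pseudocount of 1, to 530 (250 higher and 280 lower), and with a fold change threshold of 1, to 2075 (1011 higher and 1064 lower). A larger pseudocount shrinks the fold changes of genes with low FPKM, and a lower threshold admits more genes by construction. With each library left out in turn, between 768 and 916 genes passed. Of the 957 genes, 519 passed with a pseudocount of 1 and 949 under median-ratio scaling. The other splits of the 6 libraries into 3 and 3 gave at most 1 gene, so 1 of 10 splits, the real one, gave as many as 957. As 10 splits cannot give a share under 0.1, chance cannot be excluded by this count alone. Other values argue against chance spread among the 6 libraries as the cause of the 957 genes. On log2(FPKM + 0.1), r was at least 0.958 within cultivars (SD 0.0024) and at most 0.855 between them. In the simulated data 0 unchanged genes passed both thresholds. That number is no part of this argument, because the simulated noise was independent for each gene, with no shared library effect and no floor at 0.

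With the replicate number as a block, 804 genes passed, 790 of them among the 957. The numbers do not pair the libraries: the deviations of same-numbered red and white libraries from their cultivar means correlated at 0.000385, 0.0309 and -0.0446.

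The lowest correlation within a cultivar and the highest between cultivars were 0.978 and 0.909 on FPKM without a log, 0.977 and 0.911 with Spearman's rho, 0.968 and 0.921 over all genes with a value above 0, and 0.976 and 0.910 with a pseudocount of 1. Pairs within a cultivar stayed closer in each, and the cause of the shifts was not tested.

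The number of MYB and bHLH genes higher in red was 1 with a pseudocount of 1 and between 1 and 3 with a library left out, being 1 without red replicate 1, red replicate 2, white replicate 1 or white replicate 3. The number of genes of Table S10 passing was 1 with a pseudocount of 1 and between 1 and 3 with a library left out, being 1 without red replicate 1 or red replicate 3. Fewer libraries leave fewer degrees of freedom. For the cell wall term, 4 genes were higher in every setting except with a mean FPKM of at least 1 over all 6 libraries, with 3. The comparison with other DEGs reversed without a filter on low values, with 4 of 10 higher, because 5 further genes then entered. Without white replicate 1 it gave 4 of 4 higher (Fisher's exact test, p = 0.0442). The carotenoid list reversed to lower in red without a filter, with a p from camera of 0.823 and with 27 genes tested in place of 18, and with a pseudocount of 0.01 its mean log2 fold change of -0.04 had the opposite sign to its median of 0.14. The flavonoid list stayed higher in red, with camera p of up to 0.0178, but with the correlation estimated p rose to 0.0828 without a filter and to 0.0793 with the replicate block. The flavonol synthase gene Cg1g009050 did not pass in any setting, and its log2 fold change reversed to -0.065 without white replicate 3, with a range up to 0.24 over the libraries left out; with fewer samples the cause was not tested further.

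The DEG-SCM pairs numbered 173 on the log2 scale, 56 with Spearman's rho, 81 at a threshold of 0.95 and 24 on centred values, and between 127 and 187 with a library left out. A higher threshold admits fewer pairs by construction. With 6 samples, a Spearman's rho above 0.9 needs nearly the same order of samples within each cultivar. Separation of the cultivars alone does not give that order, so fewer pairs are built into this measure too. Why the numbers differ between the other measures was not tested. What depth limits was not tested, since counts of the single libraries were not used.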

Differences from the paper's values

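Rounding of correlation coefficients was the only setting chosen after the result was seen. The paper reports 1593 DEGs, 735 upregulated and 858 downregulated, from counted reads. On log2(FPKM + 0.1) 957 passed, 440 and 517. Of the alternatives set before the data were examined, 3 gave numbers within 1.5 times of the paper's: no filter on low values (1114, with 504 and 610), a fold change threshold of 1 (2075, with 1011 and 1064) and an adjusted p of at most 0.05 (1110, with 513 and 597). The other pseudocounts, filters, normalizations, moderation settings, the replicate block and each library left out did not.

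For the MYB family the paper gives 11 DEGs with 4 upregulated, and 6 with 2 upregulated passed here; no alternative came within 1.5 times. For the bHLH family the paper gives 6 with 3 upregulated, and 3 with 1 upregulated passed here. Without red replicate 2 and without white replicate 3, 4 bHLH genes passed, within 1.5 times of the paper's 6, and no alternative did so for the number upregulated.

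The paper links Cg4g006870 to 3 SCMs, and 5 were found here on untransformed values. Spearman's rho (3) and leaving out red replicate 2 (4), white replicate 1 (2), white replicate 2 (3) or white replicate 3 (2) came within 1.5 times. The log2 scale (12), a threshold of 0.95 (1), centred values (0) and leaving out red replicate 1 (6) or red replicate 3 (12) did not. Rounding the coefficients to 2 decimals before the threshold, a setting chosen after seeing the values, gave 3, and gave 131 pairs in all, the number in Table S7, dropping 0 of the pairs listed there.

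For the chalcone-flavanone isomerase gene Cg7g005600, Table S10 of the paper gives a log2 fold change of 0.37, and 0.64 (standard error 0.14) was found on FPKM. None of the alternatives came within the larger standard error. For Cg5g023630, which Table S10 gives a fold change, none is given here because all white libraries are listed at 0.

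The paper counts Cg8g004960 and Cg3g019230 among its DEGs. Neither passed here, with log2 fold changes of 1.99 and 2.93 and adjusted p of 0.000861 and 0.0233 from limma. Cg8g004960 passed without red replicate 1, red replicate 3 or white replicate 2, and Cg3g019230 without white replicate 2. The paper describes downregulated DEGs as over-represented in terms related to cell wall biogenesis. That enrichment was not recomputed. The term plant-type primary cell wall biogenesis comes from the enrichment of all DEGs, and the direction of its genes does not test the paper's statement. Of its 10 DEGs, 6 were lower in the authors' deposited table and without a filter on low values. Of the 5 expressed genes 4 were higher in red-sarcocarp pomelo.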

Other observations

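The tests of the network below were set before their results were seen, and the tests of shared chalcone synthase reads after.

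The number of correlated DEG-SCM pairs was 138 with replicates matched by number, and 29 of 36 pairings within cultivars gave at least as many. Of the other genes passing the thresholds, 94.7% were linked to at least 1 SCM. Both results are consistent with the hypothesis that most links reflect the difference between the cultivars that genes and metabolites share, since re-pairing gave between 135 and 155 pairs. Which of the 138 pairs were kept in each pairing was not counted, so links that follow single samples are not excluded. The 24 pairs on centred values rest on 3 samples per cultivar and do not decide which links are of another kind. Among the 18 DEGs of the network, Cg3g005720 was listed above 0 in 1 of 6 libraries (1.14 FPKM in red replicate 2); it was picked out after its values were seen.

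The chalcone synthase gene Cg2g009540 is 1 of 17 genes with the same best Arabidopsis hit, 3 of them expressed. Their summed FPKM was 10.5 ± 2.54 (SD, n = 3) in red- and 3.82 ± 0.626 (SD, n = 3) in white-sarcocarp pomelo, a log2 ratio of 1.46, with every red library above every white library. So the family as a whole was higher in red. If the other copies lent it the same share of their reads in both cultivars, the lowest share seen in red would need at least 0.907 FPKM in white, above all 3 white values. But in the authors' deposited table its log2 fold change exceeds that of the copy Cg3g016190, which was higher in red too, by only 0.61 (standard error 0.82). By these values, reads lent by that copy cannot be told apart from expression of Cg2g009540 itself. The paper also reports qRT-PCR with gene-specific primers, in which Cg2g009540 was significantly higher in red-sarcocarp pomelo. That measure does not use mapped reads, but whether the primers tell the copies apart was not examined here.

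The flavonoid list was set before the deposited data were examined, but after values in Tables S3, S4 and S10 had been seen. Table S10 holds genes of this pathway from the same libraries, so the test is not independent of values already known. Of the 20 expressed genes on the list, 16 were higher in red-sarcocarp pomelo. Their median log2 fold change was 1.13 against 0.02 over all genes. The p-value was 0.00153 from camera, 1.24e-05 from fry and 0.0259 from camera with estimated correlation. The call thus held by each method with the filter and the model described. With the correlation estimated, it did not hold without a filter (p = 0.0828) or with the replicate block (p = 0.0793). Both thresholds were passed by 4 of them, Cg2g009540, Cg3g016190, Cg6g001740 and Cg5g007630, and by 4 when adjusted over the list alone. Of the 18 expressed genes on the carotenoid list 10 were higher and 8 lower, with a median of 0.14 (camera, p = 0.620; fry, p = 0.120; camera with estimated correlation, p = 0.790). Both thresholds were passed by 2, and by 2 when adjusted over the list alone. At the adjusted p alone the same 2 genes, Cg6g016720 and Cg7g013230, were higher, and Cg8g013670 and Cg3g011420 were lower.

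The most abundant transcript in every library was Cg4g009640, which held between 4.10% and 4.58% of the summed FPKM in red- and between 1.60% and 2.20% in white-sarcocarp pomelo; it was picked out after its values were seen.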
